A study of Homo sapiens with 4 samples. Its data were reported in "DICER1-related tumour predisposition mutations increase 3p-miRNA function and HERVH activity" (2026).

How the data were processed

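Small RNA bound to AGO2, the Argonaute protein that carries miRNAs to their targets, was profiled in PA-1 cells, an established human ovarian teratocarcinoma line. Wild-type (WT) cells were compared with clones homozygous for either of 2 substitutions in the endogenous DICER1 gene. S1344L lies in the RNase IIIa domain and D1709N in the RNase IIIb domain. The labels describe 4 samples, of which 1 is WT, 1 is S1344L and 2 are D1709N, whereas the methods of the study describe AGO2 immunoprecipitates prepared in triplicate. How many libraries stand behind each comparison is therefore not settled by the labels.

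The authors prepared libraries with a QIAseq miRNA kit that adds unique molecular identifiers and read them on a NextSeq instrument. Per the study's methods, reads were trimmed with Reaper, collapsed, limited in length to that of mature miRNAs and aligned to GRCh38 with Bowtie 1.3.1, allowing a mismatch and keeping every best location, with the count of a multi-mapping read divided evenly between its locations. The authors then counted reads with featureCounts over a custom annotation of mature arms and hairpins drawn from Gencode, miRBase, MirGeneDB and mirtronDB. Reads from near-identical precursors are thereby shared between family members, so the values of paralogous miRNAs such as those of the C19MC cluster are not independent. The authors tested each mutant against WT with the quasi-likelihood method of edgeR, against a fold change of 2 rather than against no change, with libraries scaled by their tRNA reads. Scaling on tRNAs leaves a global fall of miRNAs visible, whereas scaling on total miRNA reads would hide it. It also carries any difference in tRNA recovery between immunoprecipitates into every fold change.

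The deposited files were 4 tables, a higher and a lower list for each mutant, and each listed only the miRNAs past the authors' threshold (FDR below 0.01). Each row held a log2 fold change against WT and an average log2 CPM, both as deposited by the authors, and the authors' p-value after Benjamini-Hochberg adjustment (FDR). The largest FDR listed was 0.00949 for S1344L and 0.00976 for D1709N, and the smallest absolute log2 fold change was 1.54 and 1.38. Values of single libraries, total counts and miRNAs that missed the threshold were not used here. An unlisted miRNA may have been unchanged, too rare or untested. The depth per library is unknown, and no standard error, interval or replicate spread could be computed for a single miRNA. Nothing was refitted, and every fold change is the authors' own. All tests below run across miRNAs, which are not independent replicates. Their p-values describe how the listed miRNAs are arranged and do not measure variation between cultures or clones.

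The meaning of the average log2 CPM was worked out from the 393 miRNAs listed for both mutants. The difference between their averages was regressed on both fold changes. Over the 141 miRNAs with averages of at least 5 in both tables, the weight of the fold change was 0.499 (SE 0.00246) for S1344L and 0.666 (SE 0.00164) for D1709N, with a residual SD of 0.0516. This is what a mean of log2 values gives when WT and S1344L contribute equally and D1709N contributes 2 libraries for each WT library. The WT level was therefore recovered as the average minus the fold change times 1/2 for S1344L or 2/3 for D1709N, and the mutant level as the WT level plus the fold change. Over the 206 miRNAs with averages of at least 3, the WT levels from both tables differed by a median of 0.055 in log2. Below that minimum the recovered levels were not reliable, with a residual SD of 0.577 over all 393. The scale is relative to tRNA, so levels compare miRNAs with each other and are not shares of a library.

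Arms were read from the ending of each name, 5p or 3p. Names ending in 5pp, 3pp or a star, to which the authors had assigned an arm (67 for S1344L and 70 for D1709N), and entries without an arm in their name (14 and 22) were left out of comparisons by arm, and the former were counted by arm as an alternative. Each 3p name was paired with the 5p name of its hairpin after removal of the number of the genomic copy. Arm and direction were compared with two-sided Fisher's exact tests. Differences between the mutants over shared miRNAs were tested with two-sided sign-flip permutation tests, and levels with two-sided permutation tests, as were correlations between arms of a hairpin, each with 100000 resamples, for which 1e-05 is the smallest p possible. Intervals are 95% bootstrap intervals over miRNAs from 10000 draws. The 26 lists of families, clusters and tissue markers were fixed before the data were examined, and their members over all arms include the names ending in 5pp, 3pp or a star and the entries without an arm. Lists with at least 3 listed members were tested for direction with Fisher's exact test and Benjamini-Hochberg adjustment within each mutant. The rule for naming miRNAs was fixed at the same time. It took the 10 highest and 10 lowest fold changes per mutant, the 10 highest means among miRNAs higher in both, up to 5 exceptions of each kind (5p higher, 3p lower) per mutant, up to 10 hairpins with opposite arms in both mutants by the distance between arms in D1709N, the arms of miR-17, miR-18a, miR-93, miR-7 and the miR-302/miR-367 cluster, and up to 4 examples per list.

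Alternatives were a stricter FDR (0.001, 0.0001), a larger fold change (log2 of at least 2 or 3), the removal of the least abundant 1/3 of miRNAs or of C19MC and 14q32, and a single value per family. Further alternatives were the looser reading of arms, medians with sign tests, and each arm alone for the lists. Restricting the size differences to D1709N averages of at least 5, using recovered WT levels, running correlations by arm and comparing the WT balance of arms were added after the data were seen. A shared set of WT libraries enters both comparisons. Unchanged groups could not be simulated against them, since that needs values of single libraries. Correlations between the mutants were therefore set beside the value that shared libraries give with no effect, the square root of the product of both weights, and are given without p. On simulated data, the arm test called 3.4% (S1344L, 369 miRNAs) and 4.2% (D1709N, 446 miRNAs) of 1000 lists without an effect, and 100% of lists in which 3p miRNAs were more often higher. The sign-flip test of the 217 shared 5p miRNAs called 7.5% of 200 simulations without an effect and 100% with a shift of 1 log2 unit. Gene positions came from GENCODE release 44 on GRCh38. Computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.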

Results

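DICER cuts the loop from a precursor hairpin and releases a duplex of 2 arms, a 5p and a 3p miRNA, of which the guide arm is kept by AGO2 and the passenger arm is mostly lost. The series asked how substitutions in either catalytic domain of DICER change the miRNAs held by AGO2. DICER1 lies on chromosome 14 from 95086228 to 95158010 on the minus strand of GRCh38. The S1344L codon falls in exon 21 and the D1709N codon in exon 24 of the 27 exons of its main transcript. AGO2 immunoprecipitates of WT PA-1 cells were compared with those of homozygous S1344L and D1709N cells. The data are the authors' deposited tables of miRNAs past their threshold, with 450 miRNAs for S1344L and 538 for D1709N, and no replicate values stand beside any fold change. Average abundance spanned log2 CPM values of -0.207 to 19.7 in the S1344L table and -1.1 to 19.4 in the D1709N table, and low-abundance fold changes are the least certain.

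In S1344L cells most listed miRNAs fell, and those that fell furthest were 5p arms. The authors' deposited table held 398 miRNAs lower than WT and 52 higher, so 88.4% were lower. Its lowest fold changes belonged to miR-505-5p (log2 -10), from an intron of ATP11C on chromosome X from 139924148 to 139924231, miR-1251-5p (-9.59), miR-431-5p (-9.22), miR-4326-5pp (-9.22) and miR-1307-5p (-8.97), all in the authors' deposited table. The highest fold changes in the authors' deposited table were those of miR-513b-3p (8.34), miR-10a-5p (6.77), miR-513a-3p (5.33), miR-514a-3p (4.25) and miR-194-3p (4.01). From the X-linked miR-506 to miR-514 cluster (chromosome X, 147189704 to 147284728), known for expression in testis, 6 miRNAs were listed and all 6 were higher in the authors' deposited table. They were picked out as a cluster after their values were seen, and the highest of their recovered WT levels was 4.68 on the log2 scale, so their folds start from low levels.

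In D1709N cells the same kind of loss was listed for more miRNAs. The authors' deposited table held 464 miRNAs lower than WT and 74 higher, so 86.2% were lower. The lowest fold changes in the authors' deposited table were those of miR-33a-5p (log2 -13.1), from an intron of SREBF2 and known to act in cholesterol metabolism, miR-525-5p (-12.6), miR-548j-5p (-12.6) and miR-379-5p (-12.3). At this depth of loss the mutant level lies near the detection limit, and the fold depends on how the authors' model treats counts near 0. The highest fold changes in the authors' deposited table were those of miR-513b-3p (7.15), miR-10b-3p (5.98), miR-10a-3p (5.79), miR-34c-3p (4.14) and miR-204-3p (4.03). miR-10a and miR-10b are encoded in HOX gene clusters, in introns of HOXB3 and HOXD3. From the miR-506 to miR-514 cluster 6 miRNAs were listed here too and all 6 were higher (2.71 to 7.15), with recovered WT levels of at most 4.80.

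Loss followed the arm in both mutants. In S1344L 98.2% of the listed 5p miRNAs were lower (218, against 4 higher), and those lower had a median log2 fold change of -4.92 (interquartile range -6.39 to -3.19 across miRNAs). In D1709N all 280 listed 5p miRNAs were lower, with a median of -9.16 (-10.3 to -7.45). The 3p miRNAs went both ways. In S1344L 46 were higher (median 2.61) and 101 lower (median -2.58), and in D1709N 72 were higher (median 2.83) and 94 lower (median -2.34). The study reported lower AGO2 protein in the homozygous mutants by proteomics. What that and the tRNA scaling contribute to the 3p falls was not tested. Among higher miRNAs 92% were 3p in S1344L and 100% in D1709N, against 31.7% and 25.1% among lower miRNAs. These shares differed by 60.3 percentage points in S1344L (two-sided Fisher's exact p = 1.5e-16) and by 74.9 in D1709N (exact p = 6.3e-37), with miRNAs as the units.

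**Figure D1:**
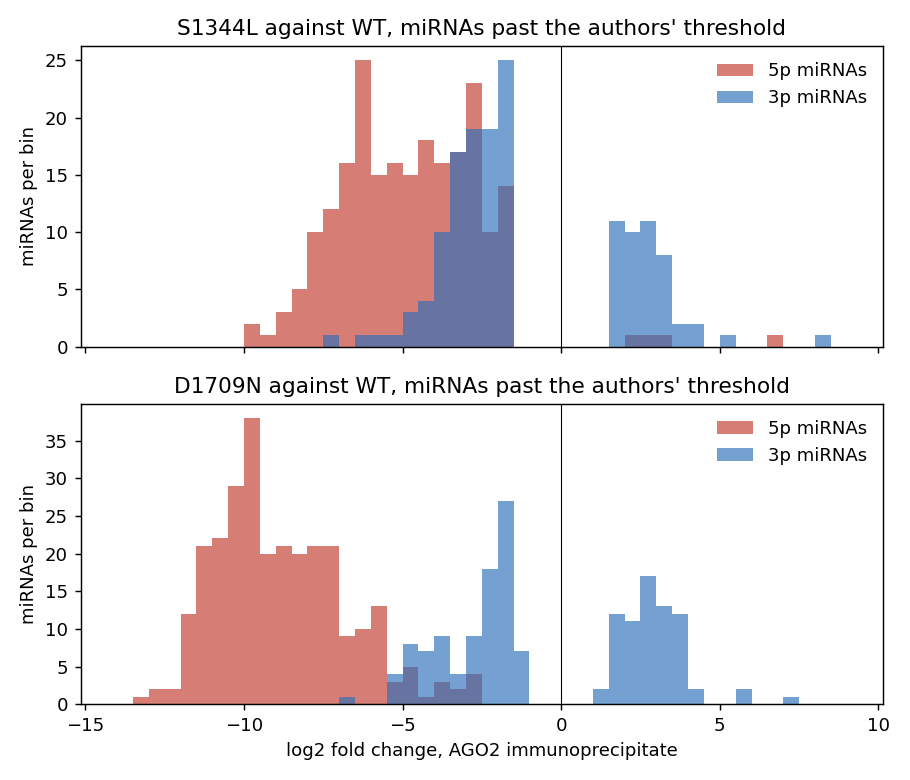
Histograms of the authors' log2 fold changes (x axis, bins of 0.5) for 5p and 3p miRNAs listed for S1344L (top) and D1709N (bottom) against WT; the y axis counts miRNAs per bin, and the gap around 0 holds miRNAs that did not pass the authors' threshold. The 5p miRNAs lie at a median of -4.92 for those lower in S1344L and -9.16 in D1709N, and the 3p miRNAs fall on both sides of 0.

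Exceptions to the arm rule were few on the 5p side. In S1344L 4 5p miRNAs were higher in the authors' deposited table, namely miR-10a-5p (6.77), miR-508-5p (3.02), miR-653-5p (2.75) and miR-7151-5p (2.47), and none was in D1709N. Of the names read as 5p only in the looser reading of arms, 39 of 40 were lower in S1344L and 47 of 48 in D1709N. The lowest 3p miRNA in S1344L was miR-222-3p, a known repressor of the cell cycle inhibitor CDKN1B, at -7.39 in the authors' deposited table and at -3.74 in D1709N. It was followed in the S1344L deposited table by miR-4783-3p (-6.36), miR-10401-3p (-5.77), miR-3145-3p (-5.05) and miR-4676-3p (-4.64). In D1709N the 5 lowest 3p miRNAs of the authors' deposited table all came from C19MC, namely miR-526b-3p (-6.63), miR-520c-3p (-5.36), miR-519c-3p (-5.29), miR-520b-3p (-5.28) and miR-518d-3p (-5.03).

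Within hairpins, a lost 5p arm stood beside a gained 3p arm in some and beside a lowered 3p arm in others. S1344L had 28 hairpins with the 5p arm lower and the 3p arm higher, D1709N had 54, and 26 were the same in both. Both arms were lower in 53 hairpins of S1344L and 60 of D1709N. Here and below hairpins are counted by their 3p names. Genomic copies such as miR-30c-1-3p and miR-30c-2-3p share a single 5p value, so not all are separate units. For miR-17 of the growth-promoting miR-17~92 cluster (an intron of MIR17HG, chromosome 13, 91350605 to 91350688), the authors' deposited table gave the 5p arm -5.15 in S1344L and -10.3 in D1709N and the 3p arm 1.66 and 2.42. For miR-18a of the same cluster the deposited table gave -6.42 and -8.10 for 5p and 2.20 and 2.66 for 3p. For miR-93 (an intron of MCM7, chromosome 7, 100093768 to 100093847) the deposited values were -5.90 and -9.93 for 5p and 2.81 and 3.06 for 3p. miR-7-5p was at -6.99 and -11.4 in the authors' deposited table, and miR-7-3p was not listed in either. These 4 hairpins had been chosen by the study, which also drew examples of strand switching from AGO2 immunoprecipitates, and are not independent evidence. By the distance between arms in D1709N, miR-185 led those found in both mutants, with 5p at -11.8 and 3p at 3.39 in the deposited table, followed by miR-30c-2-3p (3.46 against -11.2 for miR-30c-5p).

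Whether the 5p arm was lower more often where the 3p arm was higher depended on the choice of miRNAs. In S1344L it was listed as lower for 60.9% of the 46 hairpins with 3p higher and 52.5% of the 101 with 3p lower (Fisher's exact p = 0.375). In D1709N the shares were 75% of 72 and 63.8% of 94 (exact p = 0.133). Without the least abundant 1/3 of miRNAs the difference passed the threshold in both, at 24.1 percentage points (exact p = 0.0245) and 38.8 (exact p = 1.9e-06). Here and under stricter limits, a lost 5p arm that is dropped counts as not lower. Removal by abundance acts on an average that includes the change. In D1709N it dropped miR-512-5p (average 1.27) and kept the lowered miR-512-3p (average 7.41). How much of these 2 differences the removal itself made is unknown. In D1709N the difference also passed without C19MC and 14q32, at 20.3 points (exact p = 0.0179), and with the looser reading of arms, at 21.8 (exact p = 0.00353). At a log2 fold change of at least 3 its sign turned in both mutants, and in S1344L it also turned at a log2 fold change of at least 2 (-2.74, exact p = 0.84) and at an FDR below 0.0001 (-6.88, exact p = 0.526).

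Rising and falling 3p arms differed in the balance of arms in WT cells. This comparison was added after the data were seen and uses recovered levels of hairpins with both arms listed at an average log2 CPM of at least 3. In S1344L the 5p arm exceeded the 3p arm in WT by 4.51 log2 units (SD 4.55 across 28 hairpins) where the 3p arm was higher, and lay 1.12 below it, at -1.12 (SD 3.34, 36 hairpins), where the 3p arm was lower. The difference was 5.63 (permutation p = 1e-05, the smallest these resamples can give). In D1709N the same means were 6.97 (SD 3.10, 33 hairpins) and 2.68 (SD 5.47, 14 hairpins), a difference of 4.29 (permutation p = 0.00127). Where the 5p arm had been over 10-fold the more abundant, the 3p arm was higher for 15 of 18 hairpins in S1344L and 28 of 37 in D1709N. Where the 3p arm had been over 10-fold the more abundant, it was higher for 0 of 8 and 0 of 3 (Fisher's exact p = 0.000106 and 0.0223). Among the hairpins with opposite arms, 23 of 25 in S1344L and 33 of 33 in D1709N had more 5p than 3p in WT, and in 16 and 31 of these the 3p arm was the more abundant in the mutant. WT values enter both the balance and the fold change, so their noise adds to this difference by an unknown amount. The minimum average includes the change, so it keeps low 3p arms that rose more readily than those that fell. For some hairpins a 5p value pooled over genomic copies stands against the 3p arm of a single copy.

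**Figure D2:**
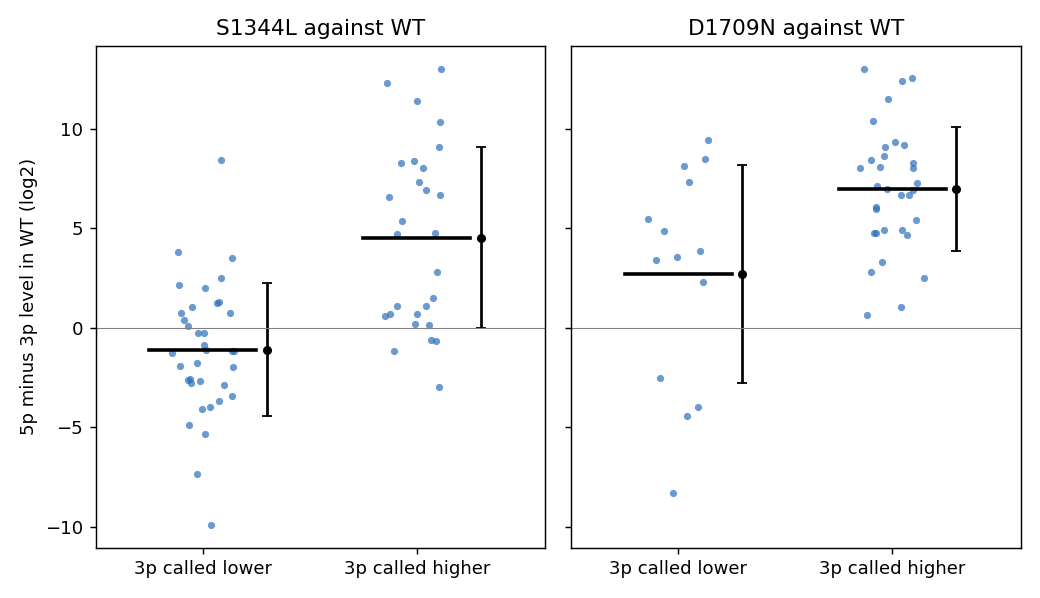
Level of the 5p arm minus that of the 3p arm in WT (y axis, log2) for each hairpin, split by whether its 3p arm was called lower or higher in S1344L (left) and D1709N (right); points are hairpins, bars are means and the error bars beside them are SDs across hairpins. The means are -1.12 and 4.51 in S1344L and 2.68 and 6.97 in D1709N.

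The mutants shared most of their calls. Of the miRNAs higher than WT, 44 were higher in both, which is 84.6% of the S1344L calls and 59.5% of the D1709N calls. Of those lower, 347 were shared (87.2% and 74.8%). The number of miRNAs tested is unknown, so the 595 listed in either table serve as its lower bound, and independent lists would then share at most 6.47 higher and 310.4 lower miRNAs. Both comparisons use the same WT libraries, and part of the excess may come from these. The highest shared gains in the authors' deposited tables, by their mean, included miR-513b-3p, miR-10a-3p (3.62 and 5.79), miR-483-3p from the IGF2 locus (3.73 and 3.93), miR-194-3p (4.01 and 3.52), miR-125b-2-3p (3.22 and 3.80) and miR-20a-3p (3.32 and 3.58). Opposite calls were given to 2 miRNAs in the authors' deposited tables. miR-7151-5p was at 2.47 in S1344L and -4.57 in D1709N, and miR-1343-3p at -1.97 and 1.47.

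The 5p loss was deeper in D1709N. Over the 217 5p miRNAs lower in both, the mean log2 fold change was -4.92 (SD 1.94 across miRNAs) in S1344L and -9.05 (SD 2.03) in D1709N. The mean difference was -4.13 (bootstrap interval -4.45 to -3.80; sign-flip permutation p = 1e-05, the smallest possible), and 211 of the 217 were lower in D1709N. Of the 280 5p miRNAs lower in D1709N, those not called lower in S1344L did not enter, such as miR-30e-5p (-10.5 in D1709N, unlisted in S1344L). The gap was wide for several abundant guides in the authors' deposited tables, such as miR-125a-5p (-1.90 and -11.1), miR-30a-5p (-1.90 and -10.3) and miR-16-5p (-3.40 and -10.5), and narrow for miR-182-5p (-6.09 and -6.27). The differences of shared 3p miRNAs were smaller, and their direction or call depended on the setting. The 42 higher in both differed by 0.23 (interval -0.04 to 0.51; permutation p = 0.105). This gain passed the threshold without the least abundant 1/3 of miRNAs (0.32, permutation p = 0.0324) and at D1709N averages of at least 5 (0.34, permutation p = 0.0243), and turned at a log2 fold change of at least 3 (-0.12, permutation p = 0.722). The 62 lower in both differed by -0.21 (interval -0.48 to 0.07; permutation p = 0.14). This loss passed the threshold at a log2 fold change of at least 2 (-0.40, permutation p = 0.0265) and turned with a single value per family (0.18, permutation p = 0.244) and without C19MC and 14q32 (0.54, permutation p = 0.00045).

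**Figure D3:**
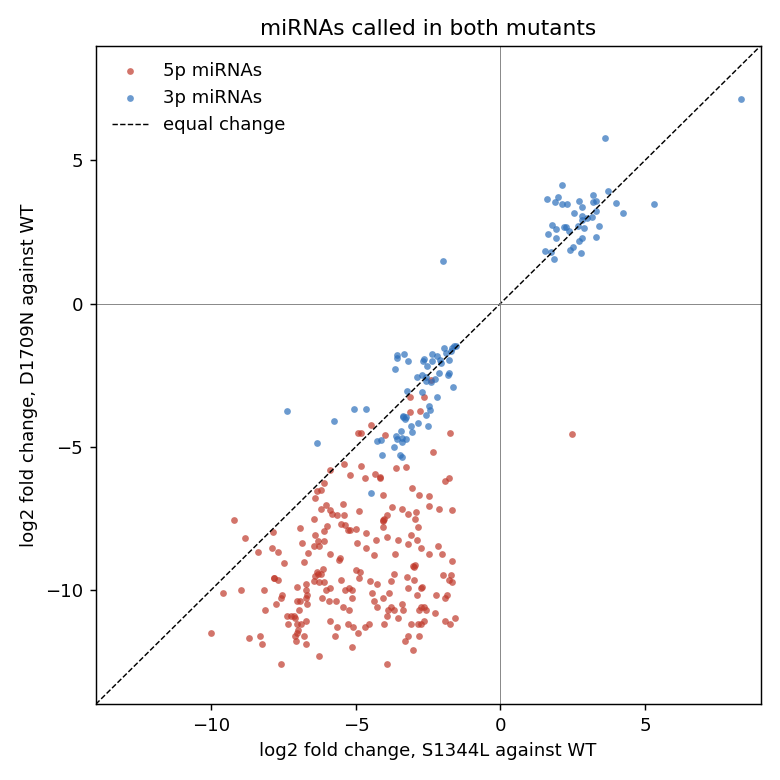
The authors' log2 fold change in S1344L (x axis) against that in D1709N (y axis) for 5p and 3p miRNAs listed for both; each point is a miRNA and the dashed line marks equal change. Of the 217 5p miRNAs lower in both, 211 lie below the line, whereas the 3p miRNAs scatter around it.

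Correlations of fold changes between the mutants do not decide whether the sizes of their effects are related. Both fold changes subtract the same WT libraries, and with the recovered weights and equal noise per library this alone gives a Pearson's r of 0.577 with no effect at all, before any choice of miRNAs by their calls. Pearson's r was 0.661 over 44 shared gains (Spearman's rho 0.396) and 0.457 over 347 shared losses (rho 0.430). By arm, r was 0.660 over 42 3p gains (rho 0.394), 0.231 over 217 5p losses (rho 0.203) and 0.581 over 62 3p losses (rho 0.678). The covariance that would separate a shared effect from the shared libraries needs values of single libraries, which were not used here.

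Among the 26 fixed lists, the chromosome 19 cluster C19MC stood apart. This primate-specific cluster of 45 annotated hairpins, known for expression in placenta and embryonic cells, lies on chromosome 19 from 53666679 to 53762430. None of its 59 listed miRNAs was higher in S1344L and none of 60 in D1709N, against 13.3% and 15.5% of all other listed miRNAs (Fisher's exact test, adjusted p = 0.014 and 0.00234). Among 3p miRNAs alone, 0 of 27 and 0 of 28 were higher, against 38.3% and 52.2% of the others (exact test, adjusted p = 0.000105 and 1.6e-07). In the authors' deposited tables miR-526b fell on both arms, at -8.25 and -11.9 for 5p and -4.49 and -6.63 for 3p. With a single value per family the difference from other miRNAs kept its size, at -12.8 against -13.3 percentage points in S1344L and -15.1 against -15.5 in D1709N, but with fewer units it missed the threshold (exact test, adjusted p = 0.226 and 0.222). At a log2 fold change of at least 3 it was smaller and missed the threshold in both, at -6.64 (adjusted exact p = 0.63) and -8.75 (adjusted exact p = 0.26). In S1344L it also missed at an FDR below 0.0001 (-11.1, adjusted exact p = 0.0907) and without the least abundant 1/3 of miRNAs (-15.1, adjusted exact p = 0.119).

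No other list passed the threshold over all arms, the lowest adjusted p being 0.182 in S1344L and 0.165 in D1709N (exact tests). In the miR-302/miR-367 cluster, the main pluripotency cluster (chromosome 4, 112647874 to 112648557), 0 members were higher and 7 lower in S1344L, and 0 and 9 in D1709N. In the authors' deposited tables miR-302a-5p was at -2.65 and -3.27 and miR-302b-5p at -5.40 and -7.39, while miR-302a-3p (-1.63) and miR-302b-3p (-1.58) were listed for D1709N alone, miR-302c-3p (-2.20) for S1344L alone, and miR-367-3p for both (-1.89 and -1.74). Whether the mutants differ for these was not tested. The tumour-suppressing let-7 family had 0 higher and 8 lower in each, with let-7e-5p at -7.03 and -9.90 in the deposited tables. No member was higher either in miR-29 (5 lower in S1344L and 6 in D1709N), miR-130/miR-301 (6 and 5), miR-23/miR-27/miR-24 (3 and 5), miR-221/miR-222 (3 and 3), miR-183/miR-96/miR-182 (3 and 3), miR-148/miR-152 (2 and 2), miR-200 (1 and 1) or the unusual precursors (2 and 1). Of the latter, miR-484-5pp, made from a capped precursor, was at -5.39 and -1.88 in the deposited tables.

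Other growth-related families went both ways by arm. miR-17~92 had 3 higher and 7 lower in S1344L and 3 and 9 in D1709N, and its 3p gains included miR-20a-3p. All genomic copies of miR-19b and miR-92a were counted with this list, also those from miR-106a/miR-363 such as miR-19b-2-5p. Both miR-106a/miR-363 (1 and 6 in each mutant) and miR-106b~25 (1 and 3 in each) followed. miR-15/16 had 3 higher and 4 lower in S1344L and 4 and 7 in D1709N, with miR-15a-3p at 3.18 and 3.04 in the authors' deposited tables. miR-181 had 3 and 4, then 4 and 4, and miR-30 had 2 and 2, then 4 and 5. The miR-34/miR-449 family had 1 and 4, then 2 and 5, with the p53-responsive miR-34a-5p at -7.83 and -9.60 in the deposited tables. The 4 hairpins chosen by the study had 3 higher and 4 lower in each mutant. In miR-371 to miR-373, next to C19MC, miR-372-3p (2.18) and miR-373-3p (2.29) were higher in the S1344L deposited table and miR-371a-5p (-7.45) was lower in that of D1709N. The imprinted 14q32 cluster instead fell on both arms in S1344L, with 0 higher and 12 lower (5 5p and 7 3p miRNAs), and had 2 and 9 in D1709N.

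The lists of markers of other cell types with at least 3 listed members did not pass the threshold against other listed miRNAs, and with 2 listed members each the neural and blood lists were not tested in S1344L. Neural miRNAs had 1 higher and 1 lower in S1344L and 1 and 3 in D1709N, muscle miRNAs 2 and 2, then 2 and 1, and blood miRNAs 0 and 2, then 1 and 3. Mesenchymal or endothelial miRNAs had 2 and 3, then 2 and 5, and liver miRNAs 1 and 3, then 1 and 5. In the authors' deposited tables the muscle miRNAs miR-1-3p (2.40 and 1.88) and miR-133a-3p (2.83 and 2.91) were higher in both mutants, and miR-499a-5p (-5.57 and -8.96) was lower.

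The average abundance of 3p miRNAs that rose and fell was also compared. Their mean average log2 CPM in the authors' deposited tables was 7.46 (SD 3.54 across 46) against 6.40 (SD 3.84 across 101) in S1344L (difference 1.06, permutation p = 0.114), and 6.66 (SD 3.41, 72) against 6.14 (SD 3.92, 94) in D1709N (difference 0.53, permutation p = 0.366). In D1709N the difference passed the threshold at an FDR below 0.001 (1.32, permutation p = 0.0342), below 0.0001 (1.33, permutation p = 0.0371) and at a log2 fold change of at least 3 (2.02, permutation p = 0.00872), while without C19MC and 14q32 its sign turned (-0.25, permutation p = 0.706). That average includes the change itself. At the recovered WT level the difference was -1.74 in S1344L (permutation p = 0.0111) and -3.28 in D1709N (permutation p = 1e-05, the smallest possible), with miRNAs included whose recovered levels are not reliable. Over those with an average of at least 3 it was -2.03 in S1344L (42 against 83, permutation p = 0.00193) and -3.42 in D1709N (62 against 75, permutation p = 1e-05). Noise in the WT libraries moves level and fold change in opposite directions and adds to these differences. The minimum of 3 acts on an average that includes the change. It keeps 3p miRNAs that rose from low WT levels more readily than those that fell. In D1709N it kept miR-204-3p (WT level 1.24, average 3.93) and dropped miR-520b-3p (WT level 5.80, average 2.28). Rare 3p arms may also be called only when they rise, which was not tested here. How far the differences reflect WT abundance is therefore not settled.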

Values the study reported

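The study put the share of all miRNA in PA-1 cells that comes from miR-302a-3p and miR-302b-3p at about 40%.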

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

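The tests of technical explanations for the 5p difference (by D1709N average and over shared 3p miRNAs) and both C19MC tests were chosen after the results had been seen, whereas the sign-flip test of the 5p difference was planned.

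The mutants differed in how far 5p miRNAs fell, with a mean difference of -4.13 between D1709N and S1344L over 217 miRNAs lower in both (sign-flip permutation p = 1e-05, the smallest possible). Fold changes set by counts near 0 are a technical explanation. Over the 71 miRNAs with a D1709N average log2 CPM of at least 5, the mean difference was -3.79 (bootstrap interval -4.40 to -3.21). That average includes the WT level, so the minimum also kept low D1709N levels, such as that of miR-515-5p (average 5.11, recovered D1709N level 1.84). How far low counts add to the difference is therefore not settled. A shift in the scaling of the D1709N libraries would move 3p miRNAs by the same amount, but the 104 3p miRNAs called in the same direction in both differed by a mean of -0.032 (interval -0.23 to 0.17). Such a shift could take gained 3p miRNAs out of this set, so the 42 higher in both could hardly show it. The 62 lower in both could, and differed by -0.21 (interval -0.48 to 0.07). A difference between the substitutions remains a hypothesis, and since each substitution comes with its own clones, a difference between clones may also account for it and was not tested.

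C19MC miRNAs were lower on both arms. The summed recovered level of the listed 3p miRNAs had log2 changes of -3.04 in S1344L (bootstrap interval -3.27 to -2.69) and -3.99 in D1709N (interval -4.34 to -3.60). Each of these 3p miRNAs was itself called lower, so the sums had to fall and decide nothing about reads shared between near-identical members. Read sharing stays open. A lower output of the whole cluster is a candidate explanation, since its 5p miRNAs also lay further down than other 5p miRNAs called lower, by a mean difference of -1.42 in S1344L (29 against 189 miRNAs, permutation p = 0.0002) and -1.81 in D1709N (29 against 251, permutation p = 3e-05). Many of these C19MC 5p miRNAs had low D1709N averages, such as miR-525-5p (1.47) and miR-517-5p (0.459). Their folds depend on how counts near 0 were treated. The members are not independent of each other, transcription of the cluster was not measured here, and whether clones or substitutions account for it stays open.

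The 2 miRNAs with opposite calls differed between the mutants by -7.04 (miR-7151-5p, in an intron of CTNNA3) and 3.44 (miR-1343-3p, in an intron of PDHX) as D1709N minus S1344L. These differences themselves were not tested, and the recovered WT level of miR-7151-5p was low (2.61 in S1344L, 3.40 in D1709N).

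Entries without an arm in their name, which enter no comparison by arm, were also changed. They carry names of hairpins, some with a numbered suffix, or of genes, and what part of a hairpin they count is not known here. All 14 in the S1344L table and all 22 in the D1709N table were lower than WT, with median log2 fold changes of -4.46 and -5.14.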

How the results depend on the processing

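The settings by D1709N average and by recovered WT level, the correlations by arm and the WT balance of arms were chosen after results had been seen. The tables hold no single libraries, so leaving out replicates, another normalization and tests on counts were not run. No paired analysis was possible because the tables carry no replicate columns. Depth is unknown, and what it limits could not be measured. The arm result kept its direction and its side of the threshold under every alternative run, at 57.3 to 69.4 percentage points in S1344L and 66.7 to 89.3 in D1709N, and so did the 5p difference between mutants, at -4.21 to -3.56. Of 185 values for comparisons under alternatives, 133 stayed alike, and of 1188 values for 165 named miRNAs 133 fell outside a stricter FDR or fold limit. Stricter limits and removals shrink counts by construction; the cause of other changes was not tested. Percentage points below are for 5p lower by 3p direction and for lists, whose reversals were all at an adjusted exact p of 1.

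At FDR below 0.001, opposite calls fell to 1, and the D1709N abundance difference rose to 1.32 (permutation p = 0.0342). Among lists, miR-34/miR-449 in S1344L turned to -11.2 points and 14q32 in D1709N to -1.0. At FDR below 0.0001, S1344L had 17 hairpins with opposite arms, 0 lists past the threshold and a turned 5p difference of -6.88 points. Shared gains fell to 28, opposite calls to 0, and the D1709N abundance difference was 1.33. The lists turned to -9.57 (miR-34/miR-449) and -0.991 (14q32).

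At a log2 fold change of at least 2, S1344L had 17 hairpins with opposite arms and -2.74 points, opposite calls fell to 1, the shared 3p loss differed by -0.40 (permutation p = 0.0265), rho of shared gains was 0.355, and miR-106a/miR-363 in D1709N turned to -12.8. At 3 or more, higher calls fell to 16 and 30, hairpins with opposite arms to 5 and 20, shared gains to 11, opposite calls to 0 and lists past the threshold to 0 in both. The 5p difference turned to -27.4 points (S1344L) and -9.09 (D1709N), abundance was -0.73 and 2.02, the shared 3p gain differed by -0.12, and rho of gains was 0.273. Lists turned to -5.65 (the study's hairpins, miR-34/miR-449), -5.69 (miR-106a/miR-363) and -5.63 (miR-106b~25) in S1344L and to -7.61 (miR-106a/miR-363) and -7.58 (miR-181) in D1709N.

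Without the least abundant 1/3, lower calls were 262 and 291, shared losses 196, opposite calls 0 and lists in S1344L 0. The 5p difference was 24.1 and 38.8 points, with dropped 5p arms counted as not lower. The shared 3p gain was 0.32 (permutation p = 0.0324). Without C19MC and 14q32, lists were 0 in both, the D1709N 5p difference was 20.3 points (exact p = 0.0179), its abundance difference -0.25, the shared 3p loss 0.54, and miR-106a/miR-363 in D1709N -1.15. With a single value per family, lists were 0 in both, opposite calls 5, the shared 3p loss 0.18, and miR-106a/miR-363 -12.0 and -14.3. With looser arms the D1709N 5p difference was 21.8 points (exact p = 0.00353).

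With 3p arms alone, 5 lists passed in S1344L, of which 4 (miR-17~92, miR-15/16, miR-181 and the study's hairpins, which overlap) had 3 of 3 members higher. With 5p arms alone, 0 passed in S1344L, and lists turned to -1.86 (miR-17~92), -1.83 (miR-106a/miR-363, miR-106b~25, miR-15/16, miR-181, liver, the study's hairpins). The same could not be run in D1709N, where no 5p miRNA was higher. D1709N averages of at least 5 gave a shared 3p gain of 0.34 (permutation p = 0.0243), and recovered WT levels turned the abundance differences to -1.74 and -3.28, and to -2.03 and -3.42 over averages of at least 3.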

Other observations

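The shares, the least lowered 5p miRNAs and the correlations between arms were all chosen after the data had been seen. Recovered levels rank the listed miRNAs in WT cells. Of the summed WT level of all listed miRNAs, miR-16-5p made up 22.8%, miR-302a-5p 12.7%, miR-302b-3p 11.4%, miR-21-5p 9.40% and miR-93-5p 8.25%, and the 10 most abundant together 76.8%. Unlisted miRNAs are missing from the sum, so each share is an upper bound, and since more 5p than 3p miRNAs were listed the sums do not give the balance of arms in these cells.

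miR-302a-3p and miR-302b-3p together made up at most 13.9% of the WT level here, counted over listed miRNAs in AGO2 immunoprecipitates. That is lower than the value quoted from the study above, which is given over all miRNA of the cells.

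The 5p miRNAs with the smallest listed losses were picked out after their values were seen. The smallest losses in D1709N in the authors' deposited table were those of miR-98-5p (-2.66), miR-10b-5p (-2.71), miR-27a-5p (-2.83), miR-122-5p (-2.89) and miR-302a-5p (-3.27), and the last was among the most abundant miRNAs of WT cells. In S1344L let-7c-5p stood at -1.69 in the authors' deposited table and miR-193a-5p at -1.57, while in D1709N miR-193a-5p was at -11.0.

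The relation between the 3p direction and the balance of arms in WT was noticed in the data, and both tests of it below were written before their outcome was seen. One technical explanation is that WT level and fold change come from the same values. With WT levels from the table of the other mutant the difference in balance was 4.72 in S1344L (24 against 25 hairpins, permutation p = 0.0001) and 5.39 in D1709N (17 against 5, permutation p = 0.014). Both tables use the same WT libraries and their recovered WT levels differed by a median of 0.055, so this exchange could not have removed shared noise, and the explanation stays open. Another is that rare 3p arms can be called only when they rise. Over 3p arms with a WT level of at least 7 the difference was 7.29 in S1344L (14 against 26, permutation p = 1e-05) and 5.74 in D1709N (17 against 9, permutation p = 0.00228), which argues against it. A further hypothesis that stays open is that a 3p passenger may gain AGO2 where its 5p guide is lost, since fold changes measure neither loading nor decay. Whether a deeper 5p loss goes with a larger 3p gain was not tested among hairpins whose 3p arm rose. Across all hairpins with both arms listed, the 5p and 3p fold changes correlated positively in S1344L (Pearson's r = 0.50, permutation p = 2e-05; Spearman's rho = 0.539, permutation p = 3e-05; 64 hairpins). They did not pass the threshold in D1709N (r = 0.166, permutation p = 0.264; rho = 0.205, permutation p = 0.165; 47 hairpins). The 3p arm was lower in 36 of the 64 and 14 of the 47, C19MC hairpins among them. These correlations therefore do not describe the size of 3p gains.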
